# CD274 promotes cell cycle entry of leukemia-initiating cells through JNK/Cyclin D2 signaling

**DOI:** 10.1186/s13045-016-0350-6

**Published:** 2016-11-17

**Authors:** Xia Fang, Chiqi Chen, Fangzhen Xia, Zhuo Yu, Yaping Zhang, Feifei Zhang, Hao Gu, Jiangbo Wan, Xiaocui Zhang, Wei Weng, Cheng Cheng Zhang, Guo-Qiang Chen, Aibing Liang, Li Xie, Junke Zheng

**Keywords:** Programmed death ligand-1/CD274, Leukemia-initiating cells, JNK, Cyclin D2, Cell cycle entry

## Abstract

**Background:**

CD274 (programmed death ligand 1, also known as B7H1) is expressed in both solid tumors and hematologic malignancies and is of critical importance for the escape of tumor cells from immune surveillance by inhibiting T cell function via its receptor, programmed death 1 (PD-1). Increasing evidence indicates that functional monoclonal antibodies of CD274 may potently enhance the antitumor effect in many cancers. However, the role of CD274 in leukemia-initiating cells (LICs) remains largely unknown.

**Methods:**

We established an MLL-AF9-induced acute myeloid leukemia (AML) model with wild-type (WT) and CD274-null mice to elucidate the role of CD274 in the cell fates of LICs, including self-renewal, differentiation, cell cycle, and apoptosis. RNA sequencing was performed to reveal the potential downstream targets, the results of which were further validated both in vitro and in vivo.

**Results:**

In silico analysis indicated that CD274 level was inversely correlated with the overall survival of AML patients. In Mac-1^+^/c-Kit^+^ mouse LICs, CD274 was expressed at a much higher level than in the normal hematopoietic stem cells (HSCs). The survival of the mice with CD274-null leukemia cells was dramatically extended during the serial transplantation compared with that of their WT counterparts. CD274 deletion led to a significant decrease in LIC frequency and arrest in the G1 phase of the cell cycle. Interestingly, CD274 is not required for the maintenance of HSC pool as shown in our previous study. Mechanistically, we demonstrated that the levels of both phospho-JNK and Cyclin D2 were strikingly downregulated in CD274-null LICs. The overexpression of Cyclin D2 fully rescued the loss of function of CD274. Moreover, CD274 was directly associated with JNK and enhanced the downstream signaling to increase the Cyclin D2 level, promoting leukemia development.

**Conclusions:**

The surface immune molecule CD274 plays a critical role in the proliferation of LICs. The CD274/JNK/Cyclin D2 pathway promotes the cell cycle entry of LICs, which may serve as a novel therapeutic target for the treatment of leukemia.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13045-016-0350-6) contains supplementary material, which is available to authorized users.

## Background

Acute myeloid leukemia (AML) is the most common type of leukemia in adults, which is considered a clonal disease with diverse biologic and cytogenetic features [1]. In the past decades, the overall survival of AML patients has been improved due to the emergence of many newly developed regimens, including chemotherapy, radiotherapy, immune therapy, and allogeneic hematopoietic stem-cell transplantation (allo-HSCT) [2]. However, a large number of AML patients still suffer from the relapse of these disorders even after receiving the combination of all different treatments [3–5]. Currently, leukemia-initiating cells (LICs) are considered to be responsible for the initiation, development, and relapse of all types of leukemia. Therefore, identification of ideal molecules to target LICs may be an efficient way for the eradication of leukemia. Our previous study indicated that an inhibitory immune receptor, leukocyte immunoglobulin-like receptor subfamily B member 2 (LILRB2), is critical for LIC maintenance and leukemia development [6, 7]. Interestingly, similar surface immune ligands and receptors, such as CD47, interleukin-3 receptor, and CD97, have also been revealed to play critical roles in the stemness maintenance or immune escape in both solid caners and malignant hematopoietic diseases [8–11]. Targeting such surface immune molecules with either monoclonal antibodies or engineered chimeric antigen receptor T cells (CAR T) may be the most promising and powerful strategy to eliminate LICs and other types of cancer stem cells [12–14].

CD274, one of the most important members of B7/CD28 family, is expressed on activated T cells, B cells, and NKT cells [15, 16]. CD274 binds PD-1 to deliver the potent inhibitory signaling that inactivates T cells or other immune cells, which is essential to the maintenance of homeostasis of the immune systems. Recently, innate and adaptive immune resistance induced by CD274 has been reported in many types of cancers. For instance, the loss of function of PTEN or activation of PI3K/AKT/mTOR signaling can enhance the expression of CD274 in tumor cells, which further leads to the escape from the surveillance by the immune system [17, 18].

Interestingly, several studies also indicated that CD274 may serve as a “receptor” to deliver “reverse” signaling [19–21]. For example, Dong et al. discovered that total PD-L1 and membrane PD-L1 protein were overexpressed in some DLBCL cells, and the AKT/mTOR pathway was activated by PD-1/Fc stimulation, which indicated that PD-1/PD-L1 directly activated the intracellular oncogenic signaling pathway in tumor cells [21]. The intracellular domain of CD274 contains 30 amino acids and may serve as a potential region to recruit other co-factors to initiate downstream signaling [22]. On the other hand, CD274 has been detected both in the cytoplasm and nucleus [23]. These results indicate CD274 may have distinct functions in these tumors other than serving as an inhibitor of immune cells. Nevertheless, how CD274 exerts this effect on LICs remains largely unknown.

Herein, we revealed that CD274 was highly expressed in AML cells and inversely correlated with the overall survival of AML patients. We further unraveled the function of CD274 in the regulation of LIC proliferation using a murine AML model. Intriguingly, CD274-null LICs manifested a severe defect in proliferation, which might have been caused by the cell cycle arrest in G1 phase both in vitro and in vivo. CD274 deletion almost completely abrogated the leukemogenesis ability of LICs and dramatically extended the survival of leukemic mice. CD274 collaborates with JNK signaling in the upregulation of Cyclin D2 to sustain the LIC pool and promote AML development.

## Methods

### Mice

C57BL/6 mice were purchased from the Shanghai SLAC Laboratory Animal Co. Ltd., China. The CD274 knockout mice with a C57BL/6 background were kindly provided by Dr. Lieping Chen from the Johns Hopkins University School of Medicine (Baltimore, MA, USA). All animals were housed under specific pathogen-free conditions at the Laboratory Animal Care-approved facility of Shanghai Jiao Tong University School of Medicine, China. All animal experimental procedures were approved according to the Guide for Central Animal Care and Use of the Committee of Shanghai Jiao Tong University School of Medicine.

### Retroviral infection and transplantation

MLL-AF9-expressing retroviruses were produced in 293T cells by co-transfection with the MSCV-MLL-AF9-IRES-YFP encoding plasmid and the pCL-ECO packaging plasmid. Then, Lin^−^ fetal liver cells were isolated and infected with MLL-AF9 retroviruses with 4 μg/mL polybrene and centrifuged at 1500 rpm for 2 h at 37 °C as previously described [24]. Cells were cultured overnight in StemSpan SFEM medium (StemSpan, USA) with 20 ng/mL SCF, 20 ng/mL IL-3, and 10 ng/mL IL-6, followed by another round of spin infection. Next, infected cells (2.5 × 10^5^) were transplanted into lethally irradiated (10 Gy) C57BL/6 mice by retro-orbital injection. Further, indicated numbers (0.2–0.4 × 10^4^) of leukemia cells from the primary leukemic mice were injected into the recipient mice for secondary transplantation.

### Flow cytometry analysis

Analyses of leukemic lineages and apoptosis were performed as described earlier [6]. Briefly, for analysis of lineages and LICs, bone marrow cells were stained with anti-mouse Mac-1-PE, anti-mouse Gr-1-APC, anti-mouse CD3e-PE, anti-mouse B220-PE, and anti-mouse c-Kit-APC monoclonal antibodies (eBioscience, USA). For detection of CD274 expression in Mac-1^+^/c-Kit^+^ LICs of murine AML model, anti-mouse CD274-biotin and streptavidin-PE (secondary antibody) were used (eBioscience, USA). Cell cycle status was determined in purified Mac-1^+^/c-Kit^+^ LICs with Pyronin Y and Hoeschst 33342 staining (Sigma, USA) as previously described [25]. Apoptosis analysis was conducted in purified Mac-1^+^/c-Kit^+^ LICs with anti-Annexin V-PE and 7-AAD staining (BD Pharmingen, USA) according to the manufacturer’s instructions.

### Quantitative RT-PCR

Mac-1^+^/c-Kit^+^ LICs of the murine AML model were sorted by flow cytometry for further RNA extraction. First-strand cDNA was transcribed using Reverse Transcriptase XL (AMV) (Takara, Japan) and allowed to react with the following primers (10 μM/L) containing 2 × ABI SYBR® Green PCR master mix to measure the expression of the studied genes in AML LICs. Details of the primer sequences used are shown in Additional file 1: Table S1.

### Western blotting and co-immunoprecipitation

A combination of plasmids of PLVX-mouse CD274-Strep II, XZ201-mouse Cyclin D2-HA, and CMV5.1-JNK-Fc were transfected into 293T cells followed by a co-immunoprecipitation (co-IP) process to further analyze their interaction. Alternatively, the CD274 or JNK overexpressed plasmids were transfected into 293T cells to observe the expression of Cyclin D2, p-JNK, and JNK. Whole cell lysates and co-IP samples were electrophoresed on 10% sodium dodecyl sulfate polyacrylamide gels and transferred onto polyvinylidene difluoride membranes (Millipore, USA). After electrophoresis and membrane transfer, the immunoblots were probed with the following primary antibodies: anti-mouse Strep II (Genescript, USA), anti-mouse HA (CST, USA), anti-phospho JNK (Abways, China), anti-JNK (Abways, China), anti-Cyclin D2 (Boster, China), and anti-β-actin (Calbiochem, USA).

### Library construction and RNA sequencing

Total RNA from 10 mg tissue was isolated with depleting genomic DNA for RNA-seq library construction following the standard TruSeq RNA sample preparation v2 protocol (Illumina). The sequencing libraries were then sequenced using the Illumina HiSeq2500 platform. From the reads averaging 50 bp in length, we generated 16.5 ± 1.3 million reads per sample. Further, we aligned the reads to the mouse reference genome (GRCm38, Ensembl build) using Tophat (version 2.0.12), yielding an average mapping rate of 90.3 ± 2.3%. Gene expression levels, which were represented as fragments per kilobase per million mapped reads (FPKM), were obtained for 27,180 genes/transcripts. The RNA-sequencing data were deposited to the Gene Expression Omnibus (GEO) repository under number GSE85193.

### Function analysis

Gene ontology enrichment analysis was carried out by the Bioconductor package “topGO,” and KEGG pathway enrichment analysis was conducted by the Bioconductor package “GSEABase” (http://www.r-project.org/; http://www.bioconductor.org/packages/release/bioc/html/GSEABase.html). Terms were accepted if they were hit more than one gene, and Fisher’s exact test *P* value was <0.05.

### Colony-forming unit and cell proliferation assays

The indicated number of wild-type (WT) and CD274-null leukemia cells were sorted and plated in methylcellulose (M3534, Stem Cell Technologies) according to the manufacturer’s protocols. The numbers of colonies were calculated after 7–10-day culture. In some cases, the lentiviral vector pLKO.1-GFP was used to express shRNAs designed to target CD274 (sequences listed in Additional file 1: Table S1). WT and CD274-null Mac-1^+^/c-Kit^+^ LICs were infected with shRNA targeting JNK and sorted by flow cytometry, then the cells were cultured both in solution or methylcellulose medium. The cell and colony numbers were calculated at indicated time points.

### Statistical analysis

Statistical analysis was performed using GraphPad and SPSS software program, version 19.0. Statistical differences between groups were determined by Student’s *t* test. The Kaplan-Meier method with log-rank test was utilized to compare survival data among groups. Results were expressed as means ± SEM. A probability level of *P* < 0.05 was regarded as statistically significant.

## Results

### CD274 is highly expressed on LICs and promotes AML development

To explore the role of CD274 in leukemogenesis, we first examined the expression of CD274 in phenotypic Mac-1^+^/c-Kit^+^ LICs and different cell population of normal bone marrow hematopoietic cells by quantitative RT-PCR. As illustrated in Fig. 1a, b, CD274 was expressed on LICs at a level that was higher than that in normal hematopoietic stem cells (HSCs), hematopoietic progenitors (LK, Lin^−^ cells), and differentiated cells (Lin^+^ cells). The CD274 level on LICs was further confirmed by flow cytometric analysis (Fig. 1c). Then, we investigated the function of CD274 in the AML model induced by the MLL-AF9 oncogene (tagged with yellow fluorescent protein (YFP)) as previously described [6]. Although no significant difference was observed between the frequencies of YFP^+^ leukemia cells from WT and CD274-null leukemic mice (Fig. 1d, e), the mice transplanted with MLL-AF9-induced CD274-null hematopoietic stem/progenitor cells developed leukemia somewhat more slowly than their WT counterparts (Fig. 1f, *p* < 0.05). We further performed a secondary transplantation with 4000 WT and CD274-null AML cells from primary recipients and found that the percentage of CD274-null YFP^+^ leukemia cells in the peripheral blood was notably reduced compared to that in the WT ones (42.03 ± 2.15 vs 16.02 ± 1.79, Fig. 1g, h) three weeks after transplantation. More importantly, the recipients transplanted with CD274-null AML cells had significantly extended survival (Fig. 1i, *p* < 0.05). Besides, our previous study showed that CD274 deletion had no effect on normal HSCs [26]. More strikingly, the recipients transplanted with 2000 CD274-null leukemia cells had significantly prolonged survival compared to that of their WT counterparts (Fig. 1j, *p* < 0.05).

**Fig. 1:**
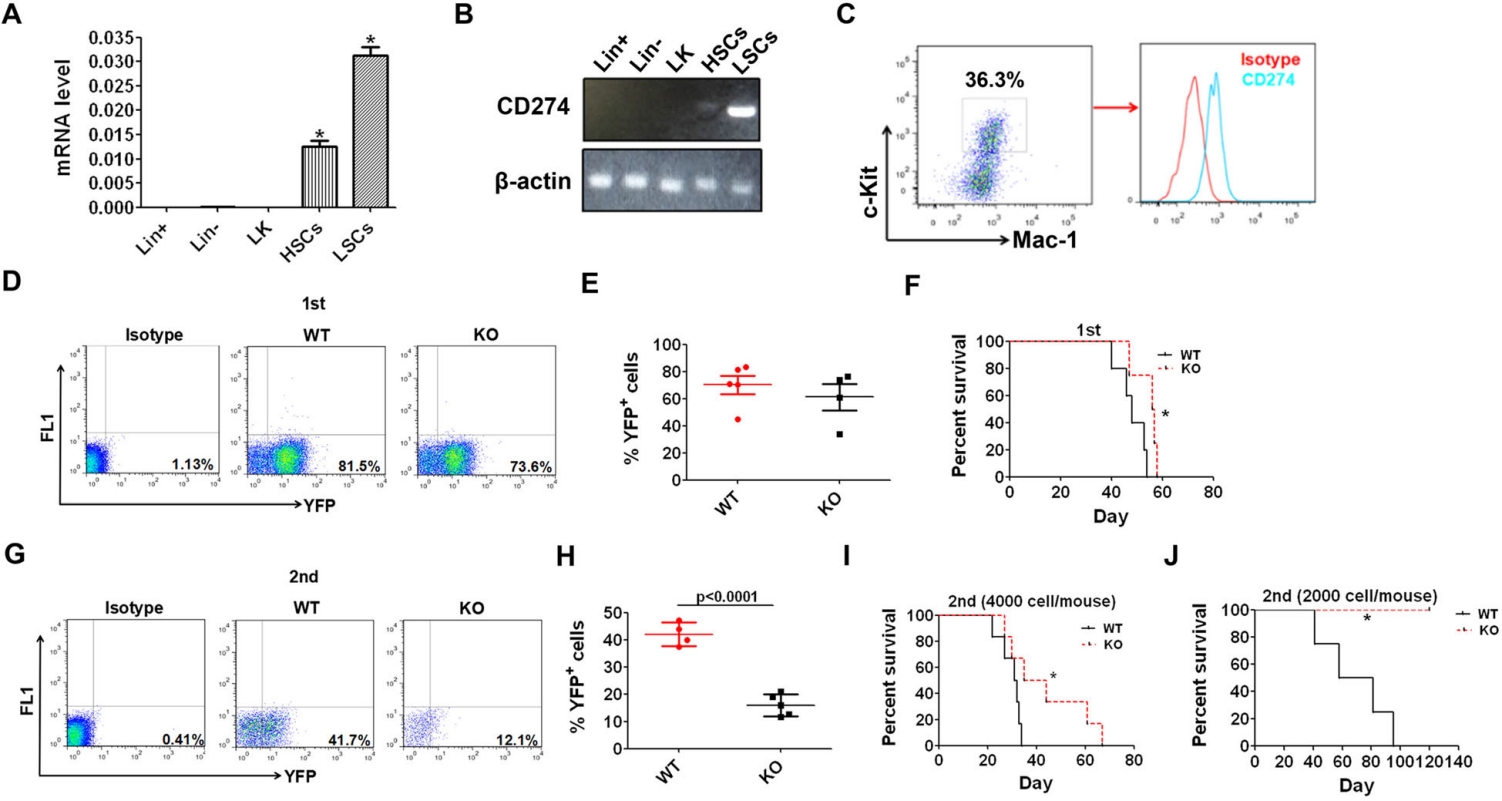
CD274 is highly expressed in LICs and promotes AML development. **a**, **b** CD274 expression levels were determined in mouse LICs, HSCs, and other hematopoietic cells (LK, Lin^−^, and Lin^+^ cells) by real-time RT-PCR or semi-quantitative PCR. **c** The expression of CD274 in mouse LICs was examined by flow cytometric analysis. **d**, **e** The frequencies of WT and CD274-null leukemia cells (YFP^+^) in the peripheral blood in primary recipient mice 3 weeks post-transplantation were analyzed. Normal mouse bone marrow cells were used as background (bg) fluorescence control. Representative flow cytometric plots (**d**) and quantitative results (**e**) are shown (*n* = 4–5). **f** MLL-AF9-induced WT and CD274-null hematopoietic stem/progenitors was transplanted into recipient mice, followed by the analysis of overall survival upon the primary transplantation (*n* = 4–5). **g**, **h** The frequencies of WT and CD274-null leukemia cells in the peripheral blood were determined three weeks after the secondary transplantation. Normal mouse bone marrow cells were used as bg fluorescence control. Representative flow cytometric plots (**g**) and quantitative results (**h**) are depicted (*n* = 4–5). **i**, **j** Representative results of the overall survival of the recipient mice receiving 4000 (**i**) or 2000 (**j**) WT or CD274-null leukemia cells upon the secondary transplantation (*n* = 6 for **i**, and *n* = 4–5 for **j**). (*p < 0.05)

Then, we further examined the lineages of CD274-null leukemia cells and found that the differentiation status was not altered according to the analysis with the surface markers of Mac-1 and Gr-1 (Mac-1^+^/Gr-1^+^ cells representing a more mature leukemia cell population) (Additional file 2: Figure S1A-B). This finding suggests that the delayed AML development upon CD274 deletion might not have resulted from the enhanced differentiation. In addition, exceedingly few CD3^+^ or B220^+^ (markers for lymphoid lineages) leukemia cells were observed in the recipient mice, indicating the characteristics of a myeloid leukemia model (Additional file 2: Figure S1C). Consistently, we also found that the values of the size and weight of the spleen of the recipients that received primary CD274-null leukemia cells were lower than those of the WT controls (Additional file 2: Figure S1D-F). The histological hematoxylin/eosin staining also revealed that there were much less infiltrated leukemia cells in the spleen of the mice transplanted with CD274-null leukemia cells (Additional file 2: Figure S1G).

Interestingly, the in silico analysis of data extracted from the curated databases (the HemaExplorer, http://servers.binf.ku.dk/hemaexplorer/) or Leukemia Gene Atlas (LGA) (http://www.leukemia-gene-atlas.org/LGAtlas/) showed that the level of expression of CD274 in AML cells was much higher than that in normal hematopoietic stem cells, which was inversely correlated to the overall survival of AML patients (Additional file 3: Figure S2A-B) [27]. Taken together, CD274 maintains the proliferation of LICs and may serve as a potential biomarker for AML.

### CD274 promotes cell cycle entry of LICs

To identify the underlying mechanisms of CD274 functions in the stemness regulation of LICs, we further examined the LIC frequency in the bone marrow of primary and secondary recipients. Although no significant difference in LIC (Mac-1^+^/c-Kit^+^ cells) frequency was found between the WT and CD274-null recipients upon the primary transplantation (Fig. 2a, b), the LIC frequency in the CD274-null recipients was considerably lower than that in the WT ones after the secondary transplantation (Fig. 2c, d). Consistently, the results of the colony-forming unit assay showed that CD274-null AML cells generated much lower colony numbers and total cell numbers than WT controls (Fig. 2e–g), indicating that CD274 depletion led to a notable reduction in the proliferation potential of LICs.

**Fig. 2:**
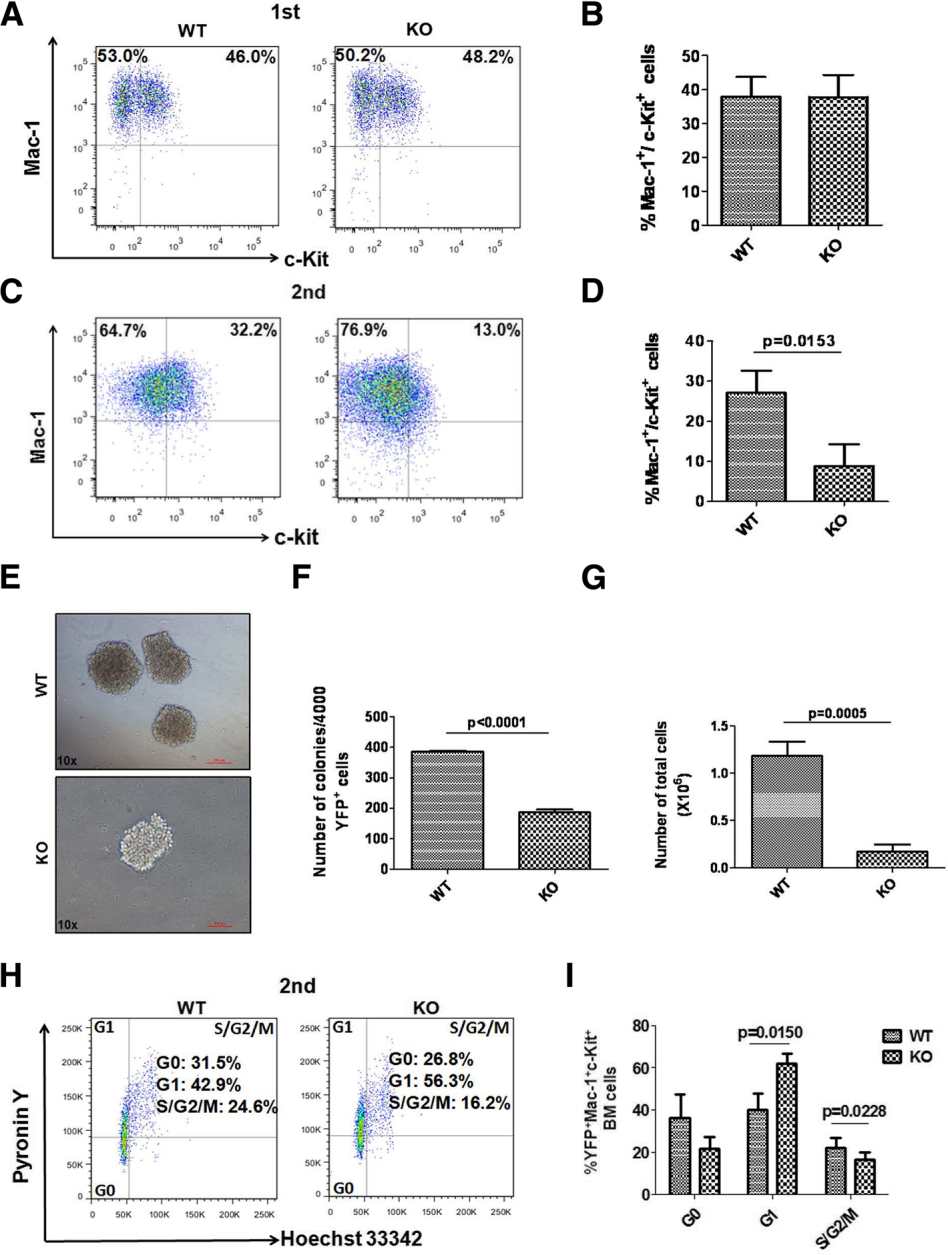
CD274 promotes cell cycle entry of LICs. **a** Representative flow cytometric plot for the percentages of Mac-1^+^/c-Kit^+^ cells (enriched for LICs) in the recipient mice upon primary transplantation. **b** Quantification results for panel **a** (*n* = 3). **c** Representative flow cytometric plot for the percentages of Mac-1^+^/c-Kit^+^ cells in the recipient mice upon secondary transplantation. **d** Quantification results for **c** (*n* = 3). **e**–**g** Representative images for the colony forming units of WT and CD274-null AML cells upon secondary transplantation. Colony numbers (**f**) and total cell number of colonies (**g**) in **e** were evaluated (*n* = 3, *right*). **h**, **i** Representative flow cytometric plots for cell cycle in WT and CD274-null Mac-1^+^/c-Kit^+^ cells (enriched for LICs) determined by Pyronin Y and Hoechst 33342 staining upon secondary transplantation (**h**). Quantitative data for panel **h** (**i**, *n* = 3)

To understand how CD274 controls the growth of LICs, we determined the cell cycle status of Mac-1^+^/c-Kit^+^ LICs by Hoechst 33342 and Pyronin Y staining. Intriguingly, we found that most of the CD274-null LICs were arrested in the G1 phase unlike their WT counterparts (Fig. 2h, i). In addition, there was no significant difference between WT cells and CD274-null LICs in LIC differentiation upon the secondary transplantation (Additional file 4: Figure S3A-B). Furthermore, no distinct difference was found between the apoptosis in WT and CD274-null AML cells from either primary or secondary transplantation (Additional file 4: Figure S3C-F). These data indicate that CD274 controls the cell cycle entry to maintain the pool of LICs in the bone marrow.

### CD274 maintains the Cyclin D2 level to accelerate AML development

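LICs of the MLL-AF9 model, the Mac-1+/c-Kit+ cells sorted by flow cytometry from leukemic bone marrow, were profiled by RNA-sequencing in 4 libraries, 2 labelled WT and 2 labelled CD274-null. MLL-AF9 is a fusion oncogene whose retroviral expression in fetal liver progenitors gives acute myeloid leukemia in transplanted mice. The paper's text does not say from which round of transplantation these LICs came, and its methods speak of RNA from tissue where the sample labels speak of sorted cells. The authors aligned the reads to GRCm38 with Tophat and deposited 1 FPKM value (fragments scaled by gene length and by the number of mapped reads) per gene and library; the tool and the gene lengths behind FPKM are not named in the text. Within a gene, the FPKM values were whole multiples of what 1 read is worth, so reads could be recovered up to a common factor, and they summed to 11048767 and 9740856 in the WT libraries and to 8452662 and 9520926 in the CD274-null libraries. The medians were 10394812 and 8986794. The paper's methods give a larger number, the reads sequenced per sample before alignment; the values used here rest on the reads on genes, and FPKM already corrects for depth. From there, log2(FPKM + 0.5) was compared between the groups with limma for the 13230 genes with a mean FPKM of at least 0.5. The fold changes are on this log2(FPKM + 0.5) scale, which understates changes of low genes. With 2 libraries per group, the spread of a gene rests largely on the spread that limma borrows from other genes. The deleted gene was examined first. Cd274 (NCBI gene 60533), on chromosome 19 of GRCm38 from 29362107 to 29388095, had an FPKM of 2.80 and 0.945 in the WT libraries and of 1.43 and 2.29 in the CD274-null libraries, from 118, 35, 46 and 83 recovered reads. Its log2 fold change was 0.09 (standard error 0.51, adjusted p = 0.955 from limma with Benjamini-Hochberg adjustment). A value per gene sums reads over all exons and does not show which exons they came from. Cd274 FPKM therefore did not separate the libraries by their labels, and the direction of every difference between these libraries rests on the labels alone.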

To determine the potential targets of LICs controlled by CD274, we performed RNA-sequencing with WT and CD274-null LICs. After aligning the reads to the mouse reference genome, we obtained an average mapping rate of 90.3 ± 2.3%. Gene expression levels, which were represented as FPKM, were evaluated among 27,180 genes/transcripts. 

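The deposited values cover 27179 genes, listed by NCBI gene number. Of these, 25275 have a symbol in the RefSeq annotation of GRCm38.p6, 19168 had an FPKM above 0 in at least 1 library and 8011 were listed at 0 in all 4. The number of genes above 0 was 16615 and 16344 in the libraries labelled WT and 16789 and 17038 in those labelled CD274-null. Across genes, Spearman's rho was 0.958 between the WT libraries and 0.964 between the CD274-null libraries, and it ranged from 0.943 to 0.956 between libraries of different genotype. Genes are not independent replicates, so no p-value was attached to these correlations.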

Using a cutoff of *P* value <0.01 and a fold change of >1.5, a total of 457 candidate genes were characterized by comparing CD274-null with WT groups. 

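At an unadjusted p under 0.01 from limma and a fold change above 1.5, 480 of the 13230 tested genes were candidates in the libraries labelled CD274-null, 316 higher and 164 lower than in those labelled WT, directions that rest on labels Cd274 FPKM did not separate. The number of genes that chance alone would bring under this p is 132. After Benjamini-Hochberg adjustment in limma, 10 genes had an adjusted p under 0.05, and all 10 were higher in the CD274-null libraries. The adjusted p of the other candidates lay between 0.0659 and 0.275. Of the candidates, 28 were immunoglobulin genes, all higher in the CD274-null libraries. By size of change among candidates, the leading genes included Igkj2, Igha, Ighj4, Igkj1, BC106175, Igkj4, Ighj1, Igkv1-110 and Ighv1-81. Igkj2, Ighj4, Igkj4, Ighj1, Igkv1-110 and Ighv1-81 were listed at 0 in both WT libraries, so no fold is given for them. Immunoglobulin gene segments are short and alike in sequence, and the authors' counting could have split their reads. Across the 11435 tested genes with an annotated transcript, the log2 fold change followed GC content, with a Spearman's rho of 0.271. The alternative that moved the number of candidates most was a linear model without moderation of the variance, the 2-group test that the paper's statistics section names, which gave 170. With the libraries brought to the same quantiles, 253 candidates were higher and 210 lower, and with the medians made equal 254 were higher and 195 lower.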

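Among genes of antigen presentation, a list of 18 genes of MHC class II, its processing enzymes and Fc receptors written before the data were examined, 16 were tested and 3 were candidates, H2-Aa, H2-Eb1 and Cd74, where 0.581 would be expected. Fisher's exact test, one-sided, gave p = 0.0187, and 0.0467 after Benjamini-Hochberg adjustment over the 5 lists tested. All 3 were higher in the libraries labelled CD274-null, a label that Cd274 FPKM did not separate from WT, and immunoglobulin genes were higher in the same libraries. Cd74 (chromosome 18, 60803849 to 60812652), the invariant chain of MHC class II, had an FPKM of 2.87 ± 0.430 (SD, n = 2) in the libraries labelled WT and of 28.5 ± 10.0 (SD, n = 2) in those labelled CD274-null. H2-Aa (chromosome 17, 34282744 to 34287823) had 0.945 ± 0.0365 (SD, n = 2) and 11.9 ± 6.35 (SD, n = 2). H2-Eb1 (chromosome 17, 34305867 to 34316674) had 0.694 ± 0.483 (SD, n = 2) and 5.72 ± 1.97 (SD, n = 2). Their log2 fold changes were 3.07, 3.00 and 2.41, with adjusted p = 0.0693, 0.140 and 0.247 from limma. Adjusted over the list alone, 3 genes had a p under 0.05, against 0 over all genes tested and 5 without adjustment. With genes of a mean FPKM under 5 left out, the p of the list was 0.0652.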

Gene ontology analysis revealed that the differentially expressed genes were mainly involved in the biological process of many “immune-related activities” (Fig. 3a). Intriguingly, GO analysis indicated CD274 might also play a key role in the process of “protein kinase cascade” and “intracellular signaling cascade” (Fig. 3a). 

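In a hand-written list of 153 genes of the MAPK kinase cascades, 136 were tested and 9 were candidates, Elk4, Pla2g4a, Dusp6, Mapk8ip3, Rasgrp2, Traf6, Mapk3, Rasa2 and Rps6ka3. Mapk8ip3, Rasgrp2 and Mapk3 were higher in the libraries labelled CD274-null and the others lower, again by labels that Cd274 FPKM did not separate. With a correction of each library for GC content, chosen after the data were seen, 0 of the 6 candidates of the list were higher. With the replicate number as a block as well, 1 of 7 was higher. Rasa2, a GTPase-activating protein of Ras on chromosome 9 from 96539300 to 96631612, had an FPKM of 19.5 ± 1.85 (SD, n = 2) in the libraries labelled WT and of 5.65 ± 1.29 (SD, n = 2) in those labelled CD274-null (log2 fold change -1.71, standard error 0.27, adjusted p = 0.165 from limma). Elk4, on chromosome 1 from 132007577 to 132026448, had 12.6 ± 0.484 (SD, n = 2) and 3.51 ± 0.745 (SD, n = 2), with a log2 fold change of -1.72 (standard error 0.29, adjusted p = 0.178 from limma). Mapk3, which encodes ERK1, had 63.7 ± 4.54 (SD, n = 2) and 108 ± 10.0 (SD, n = 2), with a log2 fold change of 0.75 (standard error 0.20, adjusted p = 0.274 from limma). Among the alternative fits that gave a p, Mapk3 stayed a candidate only with a pseudocount of 1 and with no filter on low genes. The median log2 fold change over the tested genes of the list was -0.08.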

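Fisher's exact test, one-sided, of the 9 candidates among the 136 tested MAPK genes gave p = 0.0594, where 4.93 candidates would be expected. A list of 72 hematopoietic lineage genes, of which 43 were tested, had 4 candidates against 1.56 expected, and the same exact test gave p = 0.0695. After Benjamini-Hochberg adjustment over the 5 lists tested, both values were 0.0869. The 4 lineage candidates were H2-Aa and H2-Eb1, which were higher in the libraries labelled CD274-null, and Cd14 and Cd33, which were lower, as far as the labels hold. Cd33 (chromosome 7, 43527399 to 43537424) had an FPKM of 217 ± 24.0 (SD, n = 2) in the libraries labelled WT and of 68.8 ± 1.23 (SD, n = 2) in those labelled CD274-null (log2 fold change -1.64, unadjusted p = 1.74e-04 from limma, not under 0.05 after adjustment). The lists were written by hand and are not the KEGG sets. With no filter on low genes, the p of the lineage list was 0.0311. Adjusted over each list alone, 3 MAPK genes and 3 lineage genes had a p under 0.05, against 0 in each list over all genes tested; without adjustment, 28 and 9 did.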

The KEGG analysis further revealed that these genes were enriched in the “MAPK signaling pathway” or “Hematopoietic cell lineage” (Fig. 3b). To investigate the reduced proliferation abilities and cell cycle arrest in the G1 phase in CD274-null LICs, we further analyzed a number of candidate genes related to proliferation and cell cycle activators or inhibitors (Additional file 5: Figure S4). 

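For the cell cycle, a list of 51 regulators was tested, of which 49 passed the filter and 6 were candidates, Trp53, Cdkn2a, Cdk6, Ccnd2, Wee1 and Ccnd1, where 1.78 would be expected (Fisher's exact test, one-sided, p = 0.00824, 0.0412 after Benjamini-Hochberg adjustment over the 5 lists). The list includes Ccnd2, Cdk6, Cdkn1a and Cdkn2a, which the paper reports as changed in this RNA-sequencing. The test is therefore not independent of the paper's own result. Adjusted over the list alone, 2 regulators had a p under 0.05, against 0 over all genes tested and 9 without adjustment. Directions again rest on the labels, which Cd274 FPKM did not separate. Ccnd2, which encodes Cyclin D2 (chromosome 6, 127125162 to 127152188), had an FPKM of 4.80 ± 0.0269 (SD, n = 2) in the libraries labelled WT and of 1.06 ± 0.558 (SD, n = 2) in those labelled CD274-null, 22.0% of the WT mean, from 319, 283, 74 and 38 recovered reads. Its log2 fold change was -1.82 (standard error 0.39, unadjusted p = 0.00329, adjusted p = 0.251 from limma). Cdk6 (chromosome 5, 3341004 to 3531008) fell from 107 ± 6.79 (SD, n = 2) to 43.2 ± 6.03 (SD, n = 2), a log2 fold change of -1.31 (standard error 0.21, unadjusted p = 7.29e-04, adjusted p = 0.172 from limma). Cdkn2a (chromosome 4, 89274473 to 89294619), which encodes p16 and also p19Arf and has 1 value for both, was 16.4 and 5.10 in the WT libraries and 0.896 and 1.86 in the CD274-null libraries, a log2 fold change of -2.42 (standard error 0.58, unadjusted p = 0.00548, adjusted p = 0.269 from limma). Cdkn1a, which encodes p21 (chromosome 17, 29090979 to 29100722), was 63.1 and 32.1 in the WT libraries and 40.7 and 108 in the CD274-null libraries, so that the groups overlapped (log2 fold change 0.55, standard error 0.52, adjusted p = 0.659 from limma). Trp53 rose from 31.6 ± 0.214 (SD, n = 2) to 60.6 ± 7.93 (SD, n = 2), a log2 fold change of 0.92 (adjusted p = 0.255 from limma). In the model without moderation, none of Ccnd2, Cdk6 and Cdkn2a was a candidate. For proliferation, 25 of 26 listed genes were tested and 1 was a candidate, Top2a, with a log2 fold change of 0.90 (Fisher's exact test, one-sided, p = 0.603). In that list 21 genes were higher and 4 lower in the CD274-null libraries, with a median log2 fold change of 0.24, and 20 were higher and 5 lower with the quantiles or the medians made equal.

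**Figure D1:**
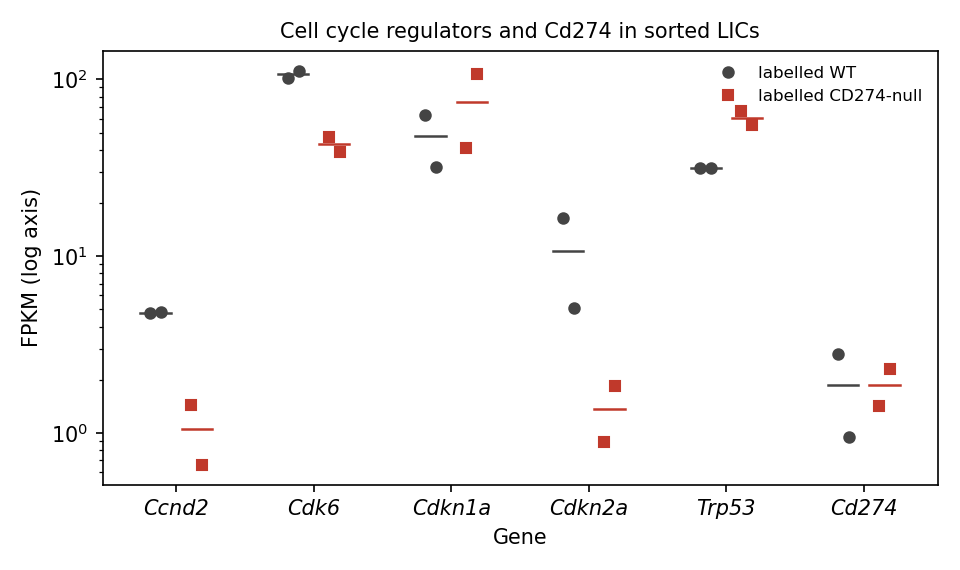
FPKM on a log axis of Ccnd2, Cdk6, Cdkn1a, Cdkn2a, Trp53 and Cd274, where each point is 1 library labelled WT (circles) or CD274-null (squares) and each short line is the mean of 2 libraries. The groups do not overlap for Ccnd2, Cdk6, Cdkn2a and Trp53, and they overlap for Cdkn1a and for Cd274.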

Although the candidate genes related to proliferation were not significantly changed, several cell cycle regulators, including p16, p21, Cyclin D2, and CDK6, were markedly up- or downregulated (Additional file 5: Figure S4). 

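With each library left out in turn, the log2 fold change lay between -2.19 and -1.44 for Ccnd2, between -1.45 and -1.16 for Cdk6 and between -3.22 and -1.63 for Cdkn2a, while that of Cdkn1a ran from -0.15 to 1.25. Such a fit leaves 1 library in a group. Where the groups do not overlap, as for Ccnd2, Cdk6 and Cdkn2a, the sign could not change, so its constancy shows no stability. Other D-type cyclins were examined by the same labels. Ccnd1 (chromosome 7, 144929931 to 144939831) had a log2 fold change of -1.78 (adjusted p = 0.274 from limma), from an FPKM of 5.82 ± 2.79 (SD, n = 2) in the libraries labelled WT to 1.30 ± 0.644 (SD, n = 2) in those labelled CD274-null. Ccnd3, which was chosen after its values were seen, had a log2 fold change of 0.28 (adjusted p = 0.751 from limma). From the RNA-sequencing results, the paper proposes that CD274 might be involved in AML development through regulation of the cell cycle.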

The RNA-sequencing results indicated that CD274 might be involved in the AML development through the cell cycle regulation.

**Fig. 3:**
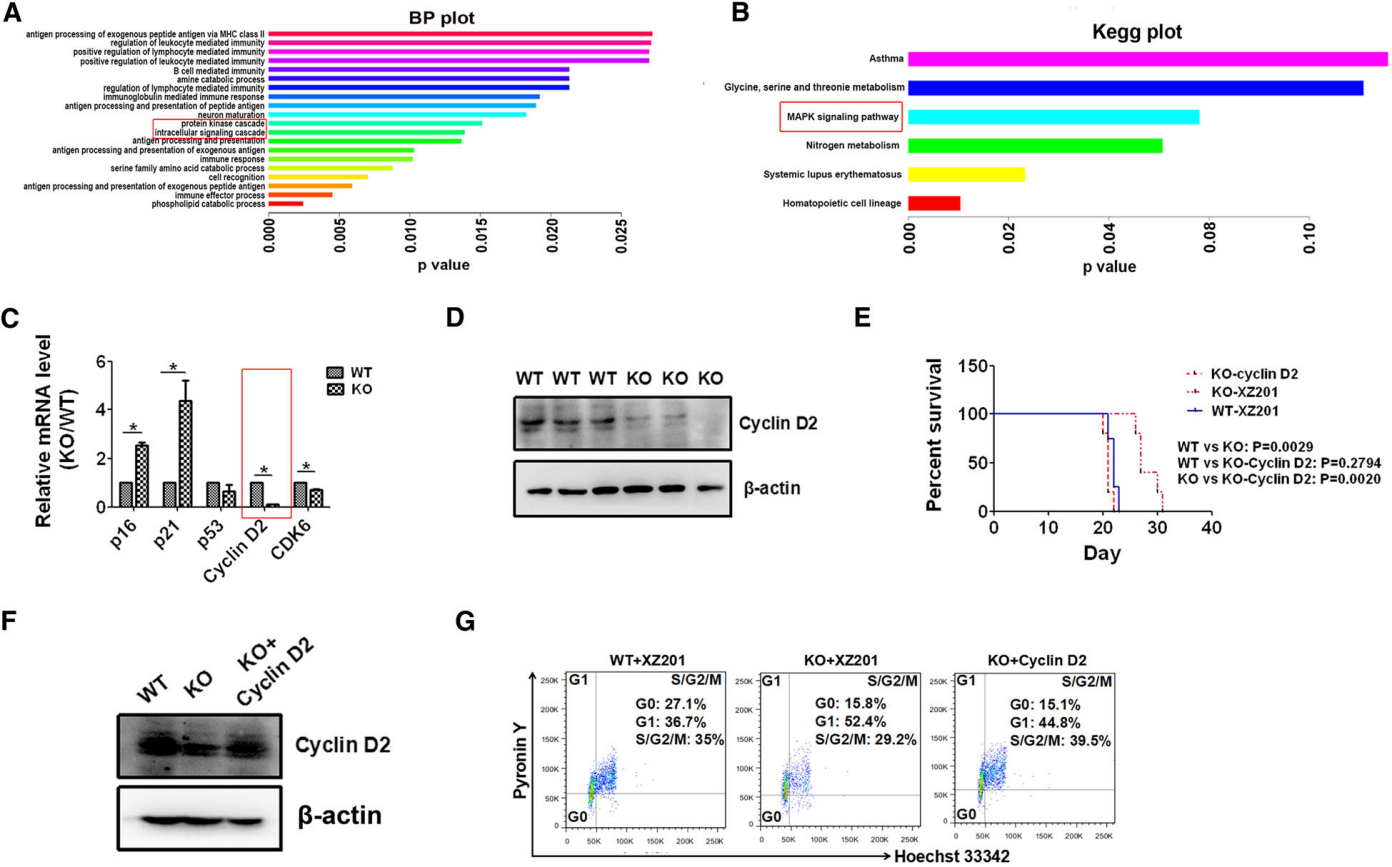
CD274 maintains the Cyclin D2 level to accelerate AML development. **a**, **b** GO and KEGG analyses of differentially expressed genes in WT and CD274-null LICs from RNA sequencing data are shown. Candidate genes involved in the biologic progress and the pathway are *highlighted*. **c** Candidate genes were further confirmed with WT and CD274-null LICs using real-time RT-PCR. **d** Cyclin D2 levels in WT and CD274-null LICs were detected by Western blotting analysis. **e** Long-rank test analysis for the overall survival of the recipient mice receiving WT AML cells, CD274-null AML cells, and Cyclin D2-overexpressed CD274-null AML cells (*n* = 4–5). **f** Cyclin D2 level was examined in WT AML cells, CD274-null AML cells, and Cyclin D2-over-expressed CD274-null AML cells in **e**. **g** The stages of cell cycle were analyzed by Pyronin Y and Hoechst 33342 staining in WT LICs, CD274-null LICs, and Cyclin D2-over-expressed CD274-null LICs

To confirm whether these cell cycle-related genes were potential downstream targets of CD274, we examined their expressions in WT and CD274-null LICs by quantitative RT-PCR and revealed that the levels of both p21 and p16 were increased, whereas those of Cyclin D2 and CDK6 were decreased in CD274-null LICs compared to WT ones (Fig. 3c). Since the expression of Cyclin D2, which is a key regulator in promoting G1-S transition of cell cycle [28], was most significantly downregulated (reduced to 10% of that in WT LICs) among these candidate genes (Fig. 3c), we decided to determine whether Cyclin D2 served as a downstream target for CD274 in leukemogenesis. We further confirmed that Cyclin D2 level consistently decreased in CD274-null LICs by Western blotting analysis (Fig. 3d). Cyclin D2 was then ectopically expressed in the CD274-null AML cells, followed by the transplantation into the recipient mice to test whether it could rescue the loss of function of CD274. Importantly, the recipient mice transplanted with Cyclin D2-overexpressed CD274-null AML cells developed AML much faster than the CD274-null AML counterparts, which was comparable to the case in the WT controls (Fig. 3e, f). Meanwhile, the blockage of G1 to S phase transition in CD274-null LICs was totally reversed upon Cyclin D2 overexpression (Fig. 3g).

These results indicate that as a direct downstream target of CD274, Cyclin D2 is responsible for AML development. In line with our findings, we also found that Cyclin D2 was significantly upregulated when CD274 was overexpressed in 293T cells (Additional file 6: Figure S5A). The in silico analysis of the curated database or LGA data also showed that the level of expression of Cyclin D2 was much higher in AML cells than in normal hematopoietic stem cells and was inversely correlated with the overall survival of AML patients (Additional file 6: Figure S5B-C) [27].

### CD274 interacts with JNK to increase the Cyclin D2 level

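The JNK proteins are encoded by Mapk8, Mapk9 and Mapk10. Mapk8 (chromosome 14, 33377898 to 33447353) had an FPKM of 9.64 ± 0.440 (SD, n = 2) in the libraries labelled WT and of 6.85 ± 0.208 (SD, n = 2) in those labelled CD274-null, a log2 fold change of -0.46 (standard error 0.26, adjusted p = 0.462 from limma). Mapk9 (chromosome 11, 49846728 to 49886421) had 11.0 ± 1.12 (SD, n = 2) and 9.32 ± 0.179 (SD, n = 2), a log2 fold change of -0.23 (standard error 0.25, adjusted p = 0.704 from limma). Neither gene was a candidate. Mapk10 had at most 1 recovered read per library and was not tested. These directions rest on the labels, and FPKM measures RNA and not phosphorylation.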

Because the RNA-sequencing results implicated that MAPK signaling pathway might be involved in the CD274 function in leukemogenesis, and a previous study also suggested that JNK signaling may manipulate the activity of Cyclin D2 [29]. We examined the JNK signaling in WT and CD274-null LICs by Western blotting analysis. As shown in Fig. 4a, the phosphorylation level of JNK was significantly decreased in CD274-null LICs. Consistently, phospho-JNK expression was remarkably elevated upon CD274 overexpression in 293T cells (Fig. 4b). Interestingly, the co-immunoprecipitation experiment revealed that both JNK and phospho-JNK were pulled down by CD274 (Fig. 4c). Meanwhile, CD274 was also detected while JNK was immunoprecipitated (Fig. 4d). Moreover, the expression of Cyclin D2 was significantly upregulated upon JNK overexpression in 293T cells (Fig. 4e). We have further knocked down the expression of JNK in both WT and CD274-null LICs with a shRNA, and the knockdown efficiency was confirmed by Western blotting (Fig. 4f). We demonstrated that the knockdown of JNK caused a dramatic decrease in the proliferation of both WT and CD274-null LICs by solution culture in vitro (Fig. 4g). More importantly, the functional analysis of colony formation units also showed that both the colony and total cell numbers from the JNK-knockdown WT LICs were much fewer compared to the control (Fig. 4g–j). As expected, the knockdown of JNK also led to a less reduction in both the colony and total cell numbers from CD274-null LICs (Fig. 4g–j). In summary, we demonstrate that CD274 directly interacts with JNK to enhance its phosphorylation, which further increases the Cyclin D2 levels to promote cell cycle entry and proliferation (Fig. 4l).

**Fig. 4:**
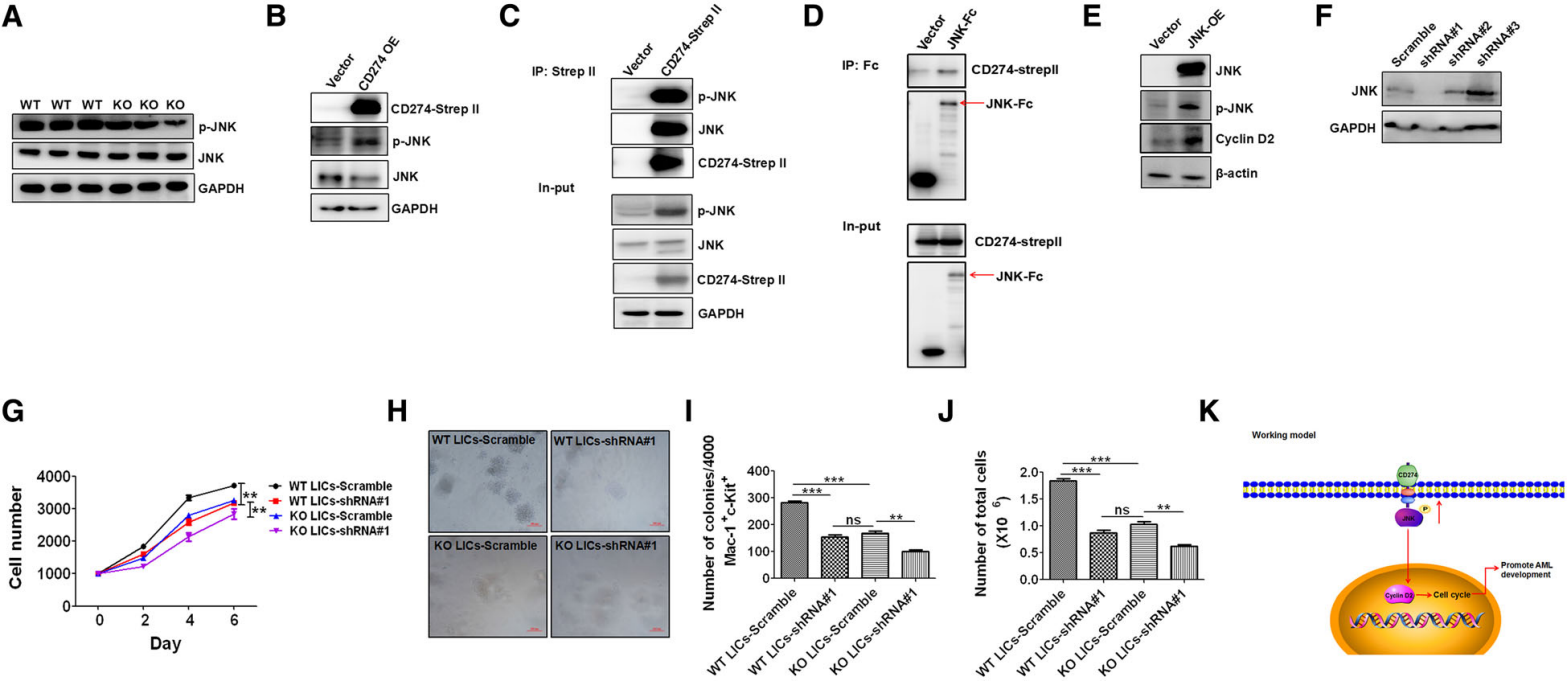
CD274 interacts with JNK to increase Cyclin D2 level. **a** The phospho-JNK and total JNK levels in WT and CD274-null LICs were determined by Western blotting analysis. **b** The phospho-JNK and total JNK levels were evaluated in CD274-over-exprssed (OE) 293T cells by Western blotting analysis. **c** Strep II tagged CD274 was overexpressed in 293T cells, followed by immunoprecipitation with Strep II beads and Western blotting analysis for the levels of CD274, phospho-JNK, and JNK. **d** Fc-tagged JNK was overexpressed in 293T cells, followed by the immunoprecipitation with protein A/G beads and Western blotting analysis for the level of CD274 and JNK. **e** The Cyclin D2 level was evaluated in JNK-overexpressed (OE) 293T cells by Western blotting analysis. **f** The knockdown efficiency of shRNAs (#1-#3) targeting JNK was evaluated in 293 cells by Western blotting analysis. **g** WT and CD274-null LICs were knocked down with shRNA#1 and cultured in solution medium for 6 days in vitro. **h** Representative images for the colony forming units of WT and CD274-null LICs infected with shRNA#1 targeting JNK. **i**, **j** Colony number (**i**) and total cell number of colonies (**j**) in **h** were calculated (*n* = 3, ***P < 0.001, **P < 0.01). **k** Working model for the function of CD274 in leukemogenesis

## Discussion

In this study, we evidenced that CD274 plays a critical role in the maintenance of LIC pool, which is independent of its function in the immune checkpoint. We also provided intriguing evidence showing that CD274 directly interplays with JNK and enhances its activities to upregulate Cyclin D2 level, leading to the acceleration of leukemia development. These results consolidate our previous hypothesis that many immune inhibitory molecules are required for the regulation of proliferation of LICs and leukemogenesis apart from their known functions in immune suppression [6].

Previous studies have shown that CD274, which is upregulated in many tumors, functions as a key immune suppressor that hampers the antitumor effect exerted by immune cells, such as the cytotoxic T cells. The treatment with CD274-blocking antibodies was reported to efficiently reduce the tumor burden and restore cytotoxicity activities of CD8^+^ T cells in a murine chronic lymphoblastic leukemia model [30]. Similarly, the results of other investigations also revealed that the overall survival of acute myeloid leukemia mice was dramatically extended upon the treatment with anti-CD274 monoclonal antibodies [31, 32]. In the current study, the expression of CD274 in leukemia cells might have also suppressed the immune responses through binding to its receptor of PD-1 on T cells to enhance the in vivo phenotype due to the use of immunocompetent mice as a recipient to test the leukemogenesis of WT and CD274-null leukemia cells. However, because the recipient mice received lethal irradiation upon transplantation which might have led to the loss of function of immune cells, we believe that these existing immune cells exert only a minor effect on the inhibition of leukemia development, and CD274 has additional functions in the regulation of leukemogenesis.

So far, few studies have been focused on the unraveling of the role of CD274 in the proliferation of LICs. Interestingly, Dong et al. found that the AKT/mTOR pathway was significantly activated in DLBCL cell lines upon a treatment with human recombinant PD1/Fc for 24 h and 48 h [21]. This finding indicates that the ligand engagement may also deliver the reverse signaling to tumor cells themselves apart from the forward signals to suppress the immune response through PD-1, which is consistent with the findings of our study. This is also similar to the function of certain other molecules, such as Ephrins (ligand)/Ephs (receptor). Ephs have the unique capacity to initiate an intercellular signal in both the receptor-bearing cell (“forward” signaling) and the opposing ephrin-bearing cell (“reverse” signaling) following cell-cell contact, which is known as bi-directional signaling [33]. Therefore, we speculate that there also exists a bi-directional signaling upon PD-1/PD-L1 interaction. Consistently, Ishibashi et al. also provide intriguing evidence that CD274 can function as an oncogene to enhance the proliferation and inhibit the apoptosis of myeloma cells [34].

In the current study, we found that CD274 sustains the Cyclin D2 level to promote leukemogenesis. However, how CD274 regulates the expression of Cyclin D2 is yet to be further investigated. The findings of a previous study indicated that doxorubicin can downregulate the expression of CD274 on the surface membrane and promote its nucleus translocation in breast cancer cells [23]. We also found that CD274 exists in both the cytoplasm and the nucleus (data not shown). Nevertheless, CD274 is not associated with Cyclin D2 protein. Our data indicate that JNK signaling may serve as a key mediator between CD274 and Cyclin D2. Interestingly, Song et al. reported that CD274 overexpression promotes cellular proliferation of pancreatic cancer via regulating several cell cycle-related genes and the phosphorylation level of JNK [35]. Herein, we show that CD274 is highly expressed on LICs, which also directly interplay with JNK to maintain its phosphorylation level. We speculate that the intracellular domain of CD274 may be able to recruit certain kinases to further phosphorylate the substrate of JNK. More efforts are required to identify the potential candidate kinase or other cofactors involved in the CD274/JNK/Cyclin D2 signaling.

Moreover, considering that, as reported here, CD274 is localized in the cytoplasm and the nucleus, we speculate that both membranes bound, and the cytoplasmic CD274 may interact with JNK, although this interaction needs to be further clarified. JNK signaling has been found to be involved in the leukemogenesis, and inhibition of JNK pathway may lead to substantial apoptosis in leukemia cells [36–38]. Therefore, understanding how JNK is regulated is critical to develop a novel strategy to target LICs. This study provides some intriguing information for the connection between CD274 and JNK signaling which eventually contributes to a significant upregulation of Cyclin D2 and promotes leukemogenesis. Our results highlight that CD274/JNK/Cyclin D2 signaling controls the cell cycle entry of LICs and leukemia development, which may be helpful for the further identification and understanding of the role of other novel surface immune molecules in the maintenance of LIC pool.

## Conclusions

This study unravels an intriguing role of CD274 in sustaining the proliferation of LICs. CD274 depletion results in a decrease of the expansion ability of LICs. Mechanistically, CD274/JNK/Cyclin D2 signaling enhances the transition from G1 to S phase in the cell cycle of LICs and promotes AML development. Furthermore, CD274 expression level is inversely correlated with the overall survival of AML patients. Our findings shed new light on the treatment for leukemia by targeting certain surface immune molecules of LICs, such as CD274.

## Additional files

Additional file 1: Table S1. Primer sequences for candidate genes.
Additional file 2: Figure S1. CD274 promotes AML development. (A) Representative flow cytometric plot for the percentages of Mac-1^+^/Gr-1^+^ cells in the recipient mice upon primary transplantation. (B) Quantification results for panel (A) (*n* = 5). (C) Representative flow cytometric plot for the percentages of CD3^+^/B220^+^ cells in the recipient mice upon primary transplantation. (D-E) Representative images and weight of spleens and livers of the mice transplanted with WT or CD274-null leukemia cells upon primary transplantation (*n* = 3). (F) Quantitative results of spleens and livers of the WT or CD274-null leukemic mice upon secondary transplantation (*n* = 3). (G) Representative images for the histological hematoxylin/eosin staining of AML infiltration in the livers and spleens of mice upon secondary transplantation.
Additional file 3: Figure S2. CD274 is inversely correlated to the overall survival of AML patients. (A) In silico analysis of the expression of CD274 in human AML samples from the curated databases (the HemaExplorer, http://servers.binf.ku.dk/hemaexplorer/). (B) In silico analysis of the relationship between CD274 expression level and overall survival in AML patients from the databases of Leukemia Gene Atlas (LGA) (http://www.leukemia-gene-atlas.org/LGAtlas/). (*, *p* < 0.05).
Additional file 4: Figure S3. CD274 has no effect on the differentiation and apoptosis of LICs. (A) Representative flow cytometric plot for the percentages of Mac-1^+^/Gr-1^+^ cells in the recipient mice upon secondary transplantation. (B) Quantification results for panel (A) (*n* = 3, *p* > 0.05). (C-E) The apoptotic status was examined by the staining with Annexin V and 7-AAD in WT and CD274-null LICs upon the primary (C-D) or secondary transplantation (E-F) (*n* = 3, *p* > 0.05).
Additional file 5: Figure S4. Potential downstream targets for CD274. RNA-sequencing was performed with WT and CD274-null LICs, and the candidate genes related to proliferation and cell cycle was analyzed.
Additional file 6: Figure S5. CD274 promotes the expression of Cyclin D2, which is inversely correlated to the overall survival of AML patients. (A) The expression of Cyclin D2 was measured in CD274-over-expressed (OE) 293T cells by Western blotting analysis. (B-C) In silico analysis for the expression of Cyclin D2 in human AML samples (B, the HemaExplorer, http://servers.binf.ku.dk/hemaexplorer/ ), and for the relationship between Cyclin D2 expression level and overall survival in AML patients (http://www.leukemia-gene-atlas.org/LGAtlas/) (*, *p* < 0.05).

## Abbreviations

allo-HSCT: Allogeneic hematopoietic stem cell transplantation
AML: Acute myeloid leukemia
FPKM: Fragments per kilo-base per million mapped reads
LICs: Leukemia-initiating cells
LILRB2: Leukocyte immunoglobulin-like receptor subfamily B member 2
YFP: Yellow fluorescent protein

## References

[1] Estey E, Dohner H (2006). Acute myeloid leukaemia. Lancet.

[2] Pulte D, Gondos A, Brenner H (2008). Improvements in survival of adults diagnosed with acute myeloblastic leukemia in the early 21st century. Haematologica.

[3] Middeke JM, Beelen D, Stadler M, Gohring G, Schlegelberger B, Baurmann H, Bug G, Bellos F, Mohr B, Buchholz S, Schwerdtfeger R, Martin H, Hegenbart U, Ehninger G, Bornhäuser M, Schetelig J, Cooperative German Transplant Study Group (2012). Outcome of high-risk acute myeloid leukemia after allogeneic hematopoietic cell transplantation: negative impact of abnl(17p) and -5/5q. Blood.

[4] Paietta E (2012). Minimal residual disease in acute myeloid leukemia: coming of age. Hematology Am Soc Hematol Educ Program.

[5] Kantarjian H, Ravandi F, O'Brien S, Cortes J, Faderl S, Garcia-Manero G, Jabbour E, Wierda W, Kadia T, Pierce S, Shan J, Keating M, Freireich EJ (2010). Intensive chemotherapy does not benefit most older patients (age 70 years or older) with acute myeloid leukemia. Blood.

[6] Zheng J, Umikawa M, Cui C, Li J, Chen X, Zhang C, Huynh H, Kang X, Silvany R, Wan X, Ye J, Cantó AP, Chen SH, Wang HY, Ward ES, Zhang CC (2012). Inhibitory receptors bind ANGPTLs and support blood stem cells and leukaemia development. Nature.

[7] Zhang F, Zheng J, Kang X, Deng M, Lu Z, Kim J, Zhang C (2015). Inhibitory leukocyte immunoglobulin-like receptors in cancer development. Sci China Life Sci.

[8] Jaiswal S, Jamieson CH, Pang WW, Park CY, Chao MP, Majeti R, Traver D, van Rooijen N, Weissman IL (2009). CD47 is upregulated on circulating hematopoietic stem cells and leukemia cells to avoid phagocytosis. Cell.

[9] Frolova O, Benito J, Brooks C, Wang RY, Korchin B, Rowinsky EK, Cortes J, Kantarjian H, Andreeff M, Frankel AE, Konopleva M (2014). SL-401 and SL-501, targeted therapeutics directed at the interleukin-3 receptor, inhibit the growth of leukaemic cells and stem cells in advanced phase chronic myeloid leukaemia. Br J Haematol.

[10] Safaee M, Fakurnejad S, Bloch O, Clark AJ, Ivan ME, Sun MZ, Oh T, Phillips JJ, Parsa AT (2015). Proportional upregulation of CD97 isoforms in glioblastoma and glioblastoma-derived brain tumor initiating cells. PLoS One.

[11] van Pel M, Hagoort H, Hamann J, Fibbe WE (2008). CD97 is differentially expressed on murine hematopoietic stem-and progenitor-cells. Haematologica.

[12] Majeti R, Chao MP, Alizadeh AA, Pang WW, Jaiswal S, Gibbs KD, van Rooijen N, Weissman IL (2009). CD47 is an adverse prognostic factor and therapeutic antibody target on human acute myeloid leukemia stem cells. Cell.

[13] Chao MP, Alizadeh AA, Tang C, Jan M, Weissman-Tsukamoto R, Zhao F, Park CY, Weissman IL, Majeti R (2011). Therapeutic antibody targeting of CD47 eliminates human acute lymphoblastic leukemia. Cancer Res.

[14] Mardiros A, Forman SJ, Budde LE (2015). T cells expressing CD123 chimeric antigen receptors for treatment of acute myeloid leukemia. Curr Opin Hematol.

[15] Agata Y, Kawasaki A, Nishimura H, Ishida Y, Tsubata T, Yagita H, Honjo T (1996). Expression of the PD-1 antigen on the surface of stimulated mouse T and B lymphocytes. Int Immunol.

[16] Chang WS, Kim JY, Kim YJ, Kim YS, Lee JM, Azuma M, Yagita H, Kang CY (2008). Cutting edge. Programmed death-1/programmed death ligand 1 interaction regulates the induction and maintenance of invariant NKT cell anergy. J Immunol.

[17] Crane CA, Panner A, Murray JC, Wilson SP, Xu H, Chen L, Simko JP, Waldman FM, Pieper RO, Parsa AT (2009). PI(3) kinase is associated with a mechanism of immunoresistance in breast and prostate cancer. Oncogene.

[18] Crane C, Panner A, Pieper RO, Arbiser J, Parsa AT (2009). Honokiol-mediated inhibition of PI3K/mTOR pathway: a potential strategy to overcome immunoresistance in glioma, breast, and prostate carcinoma without impacting T cell function. J Immunother.

[19] Concha-Benavente F, Srivastava RM, Trivedi S, Lei Y, Chandran U, Seethala RR, Freeman GJ, Ferris RL (2016). Identification of the cell-intrinsic and -extrinsic pathways downstream of EGFR and IFNgamma that induce PD-L1 expression in head and neck cancer. Cancer Res.

[20] Fujita Y, Yagishita S, Hagiwara K, Yoshioka Y, Kosaka N, Takeshita F, Fujiwara T, Tsuta K, Nokihara H, Tamura T, Asamura H, Kawaishi M, Kuwano K, Ochiya T (2015). The clinical relevance of the miR-197/CKS1B/STAT3-mediated PD-L1 network in chemoresistant non-small-cell lung cancer. Mol Ther.

[21] Dong L, Lv H, Li W, Song Z, Li L, Zhou S, Qiu L, Qian Z, Liu X, Feng L, Meng B, Fu K, Wang X, Pan-Hammarström Q, Wang P, Wang X, Zhang H (2016). Co-expression of PD-L1 and p-AKT is associated with poor prognosis in diffuse large B-cell lymphoma via PD-1/PD-L1 axis activating intracellular AKT/mTOR pathway in tumor cells. Oncotarget.

[22] Schreiner B, Mitsdoerffer M, Kieseier BC, Chen L, Hartung HP, Weller M, Wiendl H (2004). Interferon-beta enhances monocyte and dendritic cell expression of B7-H1 (PD-L1), a strong inhibitor of autologous T-cell activation: relevance for the immune modulatory effect in multiple sclerosis. J Neuroimmunol.

[23] Ghebeh H, Lehe C, Barhoush E, Al-Romaih K, Tulbah A, Al-Alwan M, Hendrayani SF, Manogaran P, Alaiya A, Al-Tweigeri T, Aboussekhra A, Dermime S (2010). Doxorubicin downregulates cell surface B7-H1 expression and upregulates its nuclear expression in breast cancer cells: role of B7-H1 as an anti-apoptotic molecule. Breast Cancer Res.

[24] Krivtsov AV, Twomey D, Feng Z, Stubbs MC, Wang Y, Faber J, Levine JE, Wang J, Hahn WC, Gilliland DG, Golub TR, Armstrong SA (2006). Transformation from committed progenitor to leukaemia stem cell initiated by MLL-AF9. Nature.

[25] Zheng J, Huynh H, Umikawa M, Silvany R, Zhang CC (2011). Angiopoietin-like protein 3 supports the activity of hematopoietic stem cells in the bone marrow niche. Blood.

[26] Zheng J, Umikawa M, Zhang S, Huynh H, Silvany R, Chen BP, Chen L, Zhang CC (2011). Ex vivo expanded hematopoietic stem cells overcome the MHC barrier in allogeneic transplantation. Cell Stem Cell.

[27] Metzeler KH, Hummel M, Bloomfield CD, Spiekermann K, Braess J, Sauerland MC, Heinecke A, Radmacher M, Marcucci G, Whitman SP, Maharry K, Paschka P, Larson RA, Berdel WE, Büchner T, Wörmann B, Mansmann U, Hiddemann W, Bohlander SK, Buske C, Cancer and Leukemia Group B, German AML Cooperative Group (2008). An 86-probe-set gene-expression signature predicts survival in cytogenetically normal acute myeloid leukemia. Blood.

[28] Russo LC, Araujo CB, Iwai LK, Ferro ES, Forti FL. A Cyclin D2-derived peptide acts on specific cell cycle phases by activating ERK1/2 to cause the death of breast cancer cells. J Proteomics. 2016;doi:10.1016/j.jprot.2016.06.028.10.1016/j.jprot.2016.06.02827371349

[29] Turchi L, Loubat A, Rochet N, Rossi B, Ponzio G (2000). Evidence for a direct correlation between c-Jun NH2 terminal kinase 1 activation, cyclin D2 expression, and G(1)/S phase transition in the murine hybridoma 7TD1 cells. Exp Cell Res.

[30] McClanahan F, Hanna B, Miller S, Clear AJ, Lichter P, Gribben JG, Seiffert M (2015). PD-L1 checkpoint blockade prevents immune dysfunction and leukemia development in a mouse model of chronic lymphocytic leukemia. Blood.

[31] Zhou Q, Munger ME, Highfill SL, Tolar J, Weigel BJ, Riddle M, Sharpe AH, Vallera DA, Azuma M, Levine BL, June CH, Murphy WJ, Munn DH, Blazar BR (2010). Program death-1 signaling and regulatory T cells collaborate to resist the function of adoptively transferred cytotoxic T lymphocytes in advanced acute myeloid leukemia. Blood.

[32] Zhang L, Gajewski TF, Kline J (2009). PD-1/PD-L1 interactions inhibit antitumor immune responses in a murine acute myeloid leukemia model. Blood.

[33] Daar IO (2012). Non-SH2/PDZ reverse signaling by ephrins. Semin Cell Dev Biol.

[34] Ishibashi M, Tamura H, Sunakawa M, Kondo-Onodera A, Okuyama N, Hamada Y, Moriya K, Choi I, Tamada K, Inokuchi K (2016). Myeloma drug resistance induced by binding of myeloma B7-H1 (PD-L1) to PD-1. Cancer Immunol Res.

[35] Song X, Liu J, Lu Y, Jin H, Huang D (2014). Overexpression of B7-H1 correlates with malignant cell proliferation in pancreatic cancer. Oncol Rep.

[36] Hsiao PC, Hsieh YH, Chow JM, Yang SF, Hsiao M, Hua KT, Lin CH, Chen HY, Chien MH (2013). Hispolon induces apoptosis through JNK1/2-mediated activation of a caspase-8, -9, and -3-dependent pathway in acute myeloid leukemia (AML) cells and inhibits AML xenograft tumor growth in vivo. J Agric Food Chem.

[37] Zhao Q, Assimopoulou AN, Klauck SM, Damianakos H, Chinou I, Kretschmer N, Rios JL, Papageorgiou VP, Bauer R, Efferth T (2015). Inhibition of c-MYC with involvement of ERK/JNK/MAPK and AKT pathways as a novel mechanism for shikonin and its derivatives in killing leukemia cells. Oncotarget.

[38] Calvino E, Tejedor MC, Sancho P, Herraez A, Diez JC (2015). JNK and NFkappaB dependence of apoptosis induced by vinblastine in human acute promyelocytic leukaemia cells. Cell Biochem Funct.

# Supplementary material for: CD274 promotes cell cycle entry of leukemia-initiating cells through JNK/Cyclin D2 signaling
**Source:** J Hematol Oncol. 2016 Nov 17;9:124. doi: 10.1186/s13045-016-0350-6
**Supplement:** Additional file 1: Table S1. — Primer sequences for candidate genes.

**Additional file 1: Table S1. 

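The table lists oligonucleotides for RT-PCR, a forward (F) and a reverse (R) primer per gene, and a target sequence for knockdown of JNK. All 15 sequences were searched without mismatches, on both strands, in the 141767 transcripts of GENCODE's mouse annotation of GRCm38. The CD274 pair, GCTCCAAAGGACTTGTACGTG and TGATCTGAAGGGCAGCATTTC, lies in the coding sequence of exon 3 of Cd274 on chromosome 19, from 29373572 to 29373809, and spans 238 bp. The Cyclin D2 pair lies in exon 3 of Ccnd2 on chromosome 6 (transcript Ccnd2-201), from 127146029 to 127146182, and spans 154 bp. The CDK6 pair lies in exons 2 and 3 of Cdk6 on chromosome 5 (transcript Cdk6-201) and spans 187 bp; its reverse primer also matched pseudogene transcripts. The JNK target sequence GCAAGAGATTTGTTATCCAAA lies in Mapk8 on chromosome 14, from 33387268 to 33387288. The pair listed for p21, GGGCGCACGATGTTCAGAA and CACCACCAGGTCGAAATGGG, matched exons 12 and 13 of Nup210 on chromosome 6 and spans 206 bp there; in the 5 Cdkn1a transcripts each of these primers had at least 6 mismatches. The pair listed for p16, ATGCTCCCGTCTTTGCAGG and CATCACTATCCCCTCGATTCTGT, matched exons 1 and 2 of 5730455P16Rik on chromosome 11 and spans 169 bp in 2 of its transcripts; in the 2 Cdkn2a transcripts searched the primers had at least 7 and 9 mismatches. The pair listed for p53, TCACAGCGTCTGTTGACATTT and ACCAAGCTCATTACCCTGACA, matched Zfp53 on chromosome 17 and spans 210 bp, with at least 7 mismatches to Trp53. The pair listed for β-actin, ATGACCCAAGCCGAGAAGG and CGGCCAAGTCTTAGAGTTGTTG, matched exons 1 and 2 of Actr8 on chromosome 14 and spans 185 bp, with at least 6 and 9 mismatches to Actb.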

Primer Sequences for candidate genes**

| **Gene** | **Sequence (target sequence)** |
| --- | --- |
| mouse CD274-F | GCTCCAAAGGACTTGTACGTG |
| mouse CD274-R | TGATCTGAAGGGCAGCATTTC |
| Mouse Cyclin D2-F | GAGTGGGAACTGGTAGTGTTG |
| Mouse Cyclin D2-R | CGCACAGAGCGATGAAGGT |
| Mouse p21-F | GGGCGCACGATGTTCAGAA |
| Mouse p21-R | CACCACCAGGTCGAAATGGG |
| Mouse p16-F | ATGCTCCCGTCTTTGCAGG |
| Mouse p16-R | CATCACTATCCCCTCGATTCTGT |
| Mouse p53-F | TCACAGCGTCTGTTGACATTT |
| Mouse p53-R | ACCAAGCTCATTACCCTGACA |
| Mouse CDK6-F | GGCGTACCCACAGAAACCATA |
| Mouse CDK6-R | AGGTAAGGGCCATCTGAAAACT |
| Mouse β-actin-F | ATGACCCAAGCCGAGAAGG |
| Mouse β-actin-R | CGGCCAAGTCTTAGAGTTGTTG |
| Mouse JNK-shRNA#1 | GCAAGAGATTTGTTATCCAAA |

How the deposited data were processed for this re-analysis (not part of the article)

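RNA from sorted Mac-1+/c-Kit+ LICs of the murine MLL-AF9 model was sequenced in 4 libraries, 2 labelled WT and 2 labelled CD274-null, and the authors deposited 1 FPKM value per gene and library, without log transformation. According to the paper's methods, TruSeq v2 libraries were sequenced on a HiSeq2500 and the authors aligned the reads to GRCm38 with Tophat; the text does not name the program, the gene lengths or the strand setting behind FPKM, nor the test behind the P value of the candidate genes, although its statistics section names Student's test for differences between groups in general. Libraries were assigned to genotype and replicate by their labels, and 0 sample columns were left unassigned. Genes were named by NCBI gene number from the RefSeq annotation of GRCm38.p6, where 25275 of 27179 had a symbol.

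Because the authors counted whole reads, the FPKM values of a gene stand in ratios of whole numbers once the relative depth of the libraries is known. The depth relative to WT replicate 1 was 0.880 in WT replicate 2, 0.765 in CD274-null replicate 1 and 0.861 in CD274-null replicate 2. Whole reads, up to a factor common to the 4 libraries, were recovered for 17083 genes, 100% of those above 0 in at least 2 libraries. On simulated values for 1454 genes, 100% were recovered in lowest terms and 93.2% in full. Of 11427 tested genes with an annotated exon length, 7926 had an implied length within 20% of it. Reads printed are therefore lower bounds where the reads of all 4 libraries share a factor. The recovered reads set the precision of a gene: Cd274 rests on 35 to 118 reads per library and Cdkn2a on 9 to 215.

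The main comparison used limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 0.5), for the 13230 genes with a mean FPKM of at least 0.5, without covariates, with Benjamini-Hochberg adjustment. Candidate genes had an unadjusted p under 0.01 and a fold change above 1.5, the thresholds of the paper. Genes are named in the text by a rule set beforehand: the 10 candidates with the largest absolute log2 fold change whose CD274-null values both lie on the same side of both WT values, the genes the paper names for the LICs, and listed genes that were candidates. A gene that this rule names is not reported here. Gene lists for MHC class II, MAPK, hematopoietic lineage, cell cycle regulators and proliferation were written by hand beforehand. The list of cell cycle regulators includes genes that the paper reports as changed in this RNA-sequencing. The lists were tested by Fisher's exact test, one-sided, with the tested genes as background. GO and KEGG tables were not used here. The fit was tested on simulated reads for 12703 genes with 179 changed genes tested: 82.1% of the changed genes were called, 0.990% of the unchanged ones, and 0 with the wrong sign.

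Alternatives fixed beforehand were a pseudocount of 1 or 0.1, no filter, a mean FPKM of at least 5, quantile normalization, scaling to equal medians, eBayes without trend, a linear model without moderation, the replicate number of the labels as a block, camera for the gene lists, and leaving out each library for fold changes. Other fits were added after the data were seen, limma's voom on the recovered reads and a correction of each library for GC content (loess, span 0.3), the latter also with the replicate block. Primer sequences were searched in GENCODE transcripts in Python 3.11.15, and tests outside R used scipy 1.17.1.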

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

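The tests of the sexes in a library and of the share of candidates on X and Y were chosen after the results were seen.

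Of the 10 genes with an adjusted p under 0.05 from limma, none is discussed by the paper, and 7 are immunoglobulin genes. Igkc, Jchain, Rps4l and Snord83b lie outside the rule for named genes and were chosen after their values were seen. Igkj2, Ighj4, Igkv1-110, Ighj1, Igkj4 and Ighv1-81 were listed at 0 in both libraries labelled WT, and their lower FPKM in the libraries labelled CD274-null was 54.1, 24.2, 13.6, 15.2, 15.9 and 10.0. Igkc had a log2 fold change of 4.52 (FPKM 8.64 and 7.98 in WT, 214 and 189 in CD274-null) and Jchain of 3.65 (0.370 and 0.514, 12.3 and 10.5). The direction of these differences was the same in 2 of 2 CD274-null libraries against each WT library, and it rests on labels that Cd274 did not separate. Joining segments such as Igkj2 are about as short as a read, so their FPKM is uncertain. RNA from other cells is a candidate explanation. The median log2 fold change of marker genes lay at the 96.3th percentile of 10000 random lists matched on mean expression for B cells, the 75.7th for plasma cells, the 86.2th for plasmacytoid dendritic cells and the 81.8th for T cells. Each of these percentiles lay under the percentile set for the test, which by itself would be a negative result. The rule that 80% of a list must be tested was applied after the percentiles were seen. Under 80% of each of these lists passed the filter (5 of 20 for B cells, 4 of 10 for plasma cells, 7 of 12 and 2 of 14). By this rule the tests are void, too few markers being expressed, and the pattern cannot be told apart from such RNA. Of the erythroid markers 4 of 14 were tested, so that test is void as well. Their median log2 fold change was -2.09, at percentile 0, but it rests on WT replicate 2. There Hba-a1, Hba-a2 and Hbb-bs had an FPKM of 18.1, 9.42 and 26.9, against at most 3.01 in any other library. The remaining marker, Tfrc, had a log2 fold change of 0.86, so no direction is read from this list. For neutrophils, where all 13 markers were tested, the percentile was 86.7, under the percentile set for the test. The mean FPKM of these markers was 3383 and 686 in the WT libraries and 1422 and 2434 in the CD274-null libraries. Libraries of the same label thus differed widely in these markers, which a comparison of the groups does not show. Expression by a single rearranged clone was also tested: the 2 highest heavy chain variable genes held 21.6% and 43.2% of the summed FPKM of these genes in the CD274-null libraries, and 55 and 36 such genes were above 0, against 4 and 8 in WT, so the signal was spread over many genes. A change of the leukemia cells themselves remains a hypothesis that these data cannot separate from RNA of antibody-producing cells.

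Rps4l, a transcribed pseudogene on chromosome 6 inside Tmtc1, had a log2 fold change of 3.82 (FPKM 1.65 and 1.25 in WT, 26.9 and 26.9 in CD274-null), and Snord83b, a small nucleolar RNA gene inside Rpl3, of 2.08 (32.6 and 33.2, 145 and 136). Reads shared with parent or host genes were not tested here, and no biological explanation was tested.

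Xist, expressed from the inactive X chromosome of female cells, and Y chromosome genes were found in the same libraries. The FPKM of Xist was 2.57 and 51.1 in WT and 107 and 68.7 in CD274-null, and the summed FPKM of Ddx3y, Eif2s3y, Kdm5d and Uty was 86.0, 66.2, 0.0460 and 29.4. The number of libraries with Xist and all 4 Y genes above 3 reads was 3, which may reflect cells of both sexes in each of them; the paper's text does not give the sex of the donors or recipients. Sex therefore differed between libraries and partly along the genotype labels. Of the candidates, 3.12% lay on X and Y, against 2.93% of the tested genes and under the 10% set for the test, which does not address autosomal genes that follow sex.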

How the results depend on the processing

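The number of candidates stayed between 359 and 526 under every alternative set beforehand except the linear model without moderation, which gave 170; voom on recovered reads, chosen after seeing the data, gave 452, and the GC correction, also chosen after seeing the data, gave 318, or 302 with the replicate block. The GC correction covers only the 11435 genes with a transcript, and 350 of the candidates of the main comparison are among them. Of the 480 candidates, 85 were shared with the model without moderation and 248 with the GC correction.

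The number of genes at an adjusted p under 0.05 depended most on the processing. Against 10, it was 1 with no filter, 4 with a mean FPKM of at least 5, 5 with quantile normalization, 5 with median scaling, 6 with eBayes without trend, 0 in the linear model without moderation, 0 with voom and 0 with the GC correction with or without the block. Of the 10 genes, 2 had a transcript for the GC correction. At an unadjusted p under 0.05, the main comparison had 1818 genes, the model without moderation 1290, voom 1811 and the GC correction 1507, or 1481 with the block. The cause of these changes was not tested.

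With the replicate block, the candidates numbered 526 and the genes at an adjusted p under 0.05 numbered 21. Deviations from the group means of same-numbered libraries, which come from different mice, had a correlation of -0.0151 across 13230 genes. The p of the lineage list was 0.0270 with the replicate block and 0.0262 with the GC correction and the block.

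The log2 fold changes of Ccnd2, Cdk6 and Cdkn2a kept their direction under all alternatives run. By limma's linear model without moderation they lost the candidate threshold at log2 fold changes of -1.82, -1.31 and -2.42, and Cdkn2a also lost it with no filter (-2.42), with a mean FPKM of at least 5 (-2.42) and with voom (-2.79). Ccnd2 and Cd274 have no value at a mean FPKM of at least 5. Across the 4 fits that each left out one library, the log2 fold change ran from -2.19 to -1.44 for Ccnd2, from -1.45 to -1.16 for Cdk6, from -3.22 to -1.63 for Cdkn2a, from -0.15 to 1.25 for Cdkn1a and from -0.51 to 0.68 for Cd274; the signs of Cdkn1a and Cd274 thus rest on single libraries. Cd274 was -0.0026 with quantile normalization. Those of Kit and Itgam, also named by the paper, changed sign with one library left out, to -0.037 without WT replicate 1 and to 0.068 without CD274-null replicate 1 (from -0.04 to 1.36 and from -0.64 to 0.07).

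For MHC class II, p was 0.0652 with a mean FPKM of at least 5 and 1 in the model without moderation. With no filter the p of this list was 0.00101, and by camera it was 0.00196, upward. For cell cycle regulators, it was 0.252 with a mean FPKM of at least 5, 1 in the model without moderation and 0.814 by camera, which tests a shared direction. For the lineage list it was 0.0311 with no filter. For proliferation genes it was 1 with no filter, median scaling, eBayes without trend, the model without moderation, voom, and the GC correction with replicate block, and 0.0113 by camera, upward. The MAPK list stayed above 0.05 throughout the alternatives run. In the model without moderation, no listed gene of MHC class II or the cell cycle was a candidate. With a mean FPKM of at least 5, H2-Eb1, Ccnd1 and Ccnd2 were no longer tested and Cdkn2a no longer passed the threshold. The causes of the other changes were not tested.

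The other 39 named genes gave 444 values under the alternatives without leaving out a library, of which 379 kept their direction and side of the threshold, 64 were weaker, 1 was stronger and 0 reversed. The model without moderation held 22 of the weaker values. Fits without a library leave 1 in a group, so they gave fold changes and no p, counts or enrichments, and the size of their shifts is set by the difference between the replicates and shows no stability.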

Differences from the paper's values

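No count that the paper states differed by the rule used here. The paper's number of candidate genes is 457, against 480 here; the number was 463 with quantile normalization, 449 with median scaling and 170 in the linear model without moderation, the only alternative set before the data were examined that lay more than 1.5 times away. The paper gives 27180 genes, against 27179 here.

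The paper names p21 among cell cycle regulators that changed in the RNA-sequencing and states that p21 and p16 rose by RT-PCR (Fig. 3c). Here Cdkn1a had a log2 fold change of 0.55 (adjusted p = 0.659 from limma) and was not a candidate under any alternative that was run, and Cdkn2a had a log2 fold change of -2.42 and was lower in 2 of 2 libraries labelled CD274-null. The paper states that Cyclin D2 fell most among the genes it measured by RT-PCR. Here the log2 fold change was -1.82 for Ccnd2 and -2.42 for Cdkn2a. The paper also reports lower CDK6 by RT-PCR and lower Cyclin D2 by Western blotting in CD274-null LICs. By FPKM, Ccnd2 and Cdk6 were likewise lower in the libraries labelled CD274-null. Fig. 3c shows p53 without a significant change by RT-PCR, and here Trp53 was a candidate with a log2 fold change of 0.92. It was not a candidate with eBayes without trend or in the model without moderation. The primer pairs listed for p21, p16 and p53 match other genes, and the Cdkn2a value joins p16 and p19Arf. For these genes, RT-PCR and FPKM may therefore not measure the same transcript. The paper describes proliferation genes as not significantly changed; here Top2a was a candidate (log2 fold change 0.90), and the proliferation list as a whole had p = 0.603 by Fisher's exact test and p = 0.0113 by camera. Top2a lost the threshold with no filter, median scaling, eBayes without trend, the model without moderation, voom, and the GC correction with the block. The paper reports MAPK signaling and hematopoietic lineage as enriched KEGG pathways, with MAPK signaling drawn at a p above 0.05 in Fig. 3b. The hand-written lists gave p = 0.0594 and p = 0.0695 by Fisher's exact test; the MAPK list did not reach 0.05 under any alternative that was run, and the lineage list did with no filter (0.0311), with the replicate block (0.0270) and with the GC correction and the block (0.0262), the last chosen after seeing the values.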

Other observations

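The tests of the Cd274 reads and of other splits of the libraries were chosen after the results were seen.

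Cd274 was not lower in the libraries labelled CD274-null (log2 fold change 0.0871). Wild-type male cells mixed into these libraries are a possible explanation, but the CD274-null library with the lower Y chromosome signal still had 46 Cd274 reads, above the 3 set for the test. This test cannot address wild-type female cells, which have no Y chromosome. Xist had an FPKM of 107 in that library, so such cells are left open. Every library had at least 35 Cd274 reads, so labels exchanged between libraries would not give these values if the knockout removed all reads of the gene. Whether the reads come from exons that the knockout leaves in place cannot be told from a value per gene.

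The fold changes followed GC content. Across 11435 genes, the log2 fold change had a Spearman rho of 0.271 with the GC content of the longest transcript and of -0.128 with its length, so GC content may account for part of the candidates. A comparison of the candidates alone is void, since 72.9% of them, under 80%, had a transcript. The difference between the CD274-null replicates also followed GC content, with a rho of 0.225, and that between the WT replicates hardly did, with 0.021. After the GC correction, there were 318 candidates, 170 higher and 148 lower, against 350 before it among genes with a transcript, and 248 were shared with the main comparison. By limma, Ccnd2 (log2 fold change -1.76, against -1.82 before), Cdk6 (-1.20, against -1.31) and Cdkn2a (-2.68, against -2.42) were still candidates after the correction. It moved their fold changes little or away from 0. For these genes, this argues against GC content, as modelled by the correction, as the source of the change. The share of candidates that were higher moved by up to 11.2 percentage points with quantile normalization or median scaling, so the excess of higher over lower genes depends in part on scaling. With the GC correction, which covers fewer genes, 53.5% were higher, against 65.8% in the main comparison. Candidates were not concentrated around the deleted gene: 1 of 76 tested genes within 10 Mb of Cd274 was a candidate (Fisher's exact test, one-sided, p = 0.940). Of the 2 splits of the 4 libraries that part both same-numbered pairs, 1, the real one, gave as many as 480 candidates, and the crossed one gave 41; the third split, which keeps same-numbered libraries together, gave 45. So few splits cannot give a share under 0.05, and differences between single mice cannot be told apart from the genotype.

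The primers listed for p16 and p21 match 5730455P16Rik and Nup210. Whether this could account for the rise of p16 and p21 by RT-PCR was tested with FPKM, on genes chosen for the primers before their values were seen. 5730455P16Rik had a log2 fold change of -0.961 (adjusted p = 0.314 from limma) and Nup210 of 0.251 (adjusted p = 0.595 from limma), and neither rose past the candidate threshold. 5730455P16Rik was lower in both libraries labelled CD274-null, which goes against this explanation for p16. Nup210 was slightly higher in both, so for p21 a contribution of the matched gene is not ruled out. The genes matched by the p53 and β-actin pairs, named after their values were seen, were Zfp53, with a log2 fold change of -0.14 (adjusted p = 0.877 from limma), and Actr8, with 0.15 (adjusted p = 0.838 from limma). The RT-PCR samples themselves were not analysed here.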
